A study of Mus musculus with 3 samples. Its data were reported in "Profiling of epigenetic marker regions in murine ILCs under homeostatic and inflammatory conditions" (2022).

How the data were processed

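Whole-genome bisulfite sequencing was analysed for 3 libraries of mouse CD4 T helper cells, Th1, Th2 and Th17, with 1 library per group and no replicates. Cells came from spleen and lymph nodes of mice that carried a fluorescent RORγt reporter transgene and a Foxp3 reporter, and were pooled. CD4 cells were enriched with magnetic beads, fixed and sorted as CD3 and CD4 positive, Foxp3 negative, CD44 high and CD62L low cells that stained for T-bet, Gata3 or RORγt. The authors reversed the crosslinks, converted the DNA with bisulfite, sheared it, built libraries with an adaptor-ligation kit for converted DNA and sequenced them as read pairs. Per the methods, the authors checked reads with FastQC, trimmed them with Trim Galore and cutadapt, mapped them with BSMAP to GRCm38 without sex chromosomes and called methylation with the script of BSMAP from unique, properly paired and de-duplicated reads. Versions of these tools were not stated.

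Per the file headers, the deposited file of each library gives counts per cytosine of a CpG on each strand: reads that read C, and reads that read C or T. The authors ran metilene on each pair of libraries, using CpGs that reached 5 reads in 1 or more samples, and kept regions with at least 3 CpGs and a mean difference of at least 25 points. In the 6 deposited region tables, 2 columns per table of mean levels, which name no library, were not used. The deposited difference, the other unit in these tables, is a signed fraction, the first minus the second library of the pair, beside the number of CpGs and the distance to a start site. The deposited tables also give a p-value per region, as a q-value and as p_value columns of a Mann-Whitney and a Kolmogorov-Smirnov test over the CpGs of 2 single libraries. The tables exist in both orders of each pair and share nearly all regions, 100801, 107042 and 95599 of them. The order with Th1 first, or Th2 before Th17, was used.

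Both strands of a CpG were summed, and only autosomal CpGs of the reference were kept. Depth and coverage were taken over all of them. Global methylation was the share of methylated reads at CpGs with at least 5 reads in all 3 libraries. Wilson 95% intervals were computed for shares, and where no read was methylated the interval's upper bound is given. Regions were assigned to promoters (within 1 kb of a start site), gene bodies or intergenic sequence with GENCODE M21 annotation, with the CpGs of at least 5 reads in both libraries, a stricter rule than the authors', as the background. Fixed tiles of 500 bp with at least 3 CpGs of at least 5 reads in all 3 libraries were compared by a two-sided Fisher's exact test on summed read counts, adjusted by Benjamini-Hochberg over 1672012 tiles. A tile was called at an adjusted p under 0.05 and a difference of at least 25 points. Libraries with no difference were simulated by binomial draws at the pooled level of each tile. Tested on simulated data with 50 tiles lowered by 60 points, the method recovered 64%, 80% and 72% of them in the 3 pairs, and at 30 points 4%, 10% and 10%, so many true differences would be missed at this depth. Of the other tiles, 2, 2 and 1 were called.

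Gene lists were written down in advance: programs of Th1, Th2 and Th17 cells, markers of T cell identity, naive and central memory, follicular helper, regulatory, CD8 and cytotoxic, NK and type 1 innate lymphoid, invariant NKT and innate-like, B and myeloid cells, cytokine and homing receptors, imprinted and housekeeping genes, and the marker genes that the study chose for innate lymphoid cells (lists ILC1, ILC2 and ILC3) and for inducers of lymphoid tissue (LTi). For each list, genes with a DMR in the gene or within 5 kb were counted and placed among 10000 random lists matched on covered CpGs in 10 bins. Promoters and DMRs of the program genes (lineage loci) and of the ILC marker genes were tested by a two-sided Fisher's exact test on summed reads, at CpGs with at least 5 reads in both libraries, adjusted within each family of regions and pair. The promoter of a listed gene was taken at its outermost annotated start only. A region held on each strand when p was under 0.05 in the same direction on the reads of each strand, a criterion added after the data were seen. DMRs and called tiles had been chosen on the reads of both strands, so this criterion is not an independent check of them. Cxcr3, Cysltr1 and Sh2d1a lie on the X chromosome and were not measured.

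Named genes followed a rule fixed in advance. Tbx21, Gata3 and Rorc were always named. Per pair and program list, up to 8 genes with the largest DMR difference were eligible. Per pair and direction, the 5 DMRs of largest difference with at least 5 CpGs and a mean coverage of at least 5 reads were taken. Per library, the 8 genes with the largest subset-specific DMR were taken, and per ILC list the 3 genes with the largest difference. Other genes named in the text were chosen after their values were seen, except where all genes of a list that met a criterion are named.

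Transfer between strands was measured by picking tiles at least 25 points lower on the reads of 1 strand and taking the mean difference on the other strand as a share of that on the first. For tiles of a pair of libraries the mean of all tiles was subtracted from both. For the program lists, and for all tiles beside them, it was not, and intervals came from 10000 bootstrap draws of genes. Coverage was taken in windows of 20 kb with at least 30 CpGs. Motifs were counted in tiles lower in 1 library than in both others and in 10000 random sets of tiles matched on CpG number and level. Alternatives tried were minimums of 1 and 10 reads, single strands, the mean of CpG levels, differences of at least 40 points, at least 5 CpGs, a limit on the tables' q-value, tiles of 1000 bp, thinning to the lowest coverage, CpGs within 150 bp as 1 unit, an overlap of 50%, other gene flanks and other promoter widths. Mitochondrial reads served as a check of conversion. The deposited ratio and interval columns were not used. Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures with matplotlib 3.10.9.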

Results

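DNA methylation was measured at single CpGs by whole-genome bisulfite sequencing in 3 libraries of mouse CD4 T helper cells. The Th1 library came from T-bet positive cells, the Th2 library from Gata3 positive cells and the Th17 library from RORγt positive cells. There was 1 library per group, made from pooled mice, so there were no replicates, and every test compared libraries and not conditions. The libraries held 159948450 (Th1), 143252179 (Th2) and 167317231 (Th17) CpG reads, where a CpG read is a read counted at a CpG. Mean coverage was 7.85, 7.03 and 8.21 reads per CpG. Of 20383623 autosomal CpGs in the reference, 74.3%, 69.8% and 75.4% had at least 5 reads, and 10539520 (51.7%) had at least 5 reads in all 3 libraries. Levels are percentages of CpG reads that were methylated. Wilson 95% intervals cover counting error only. Differentially methylated regions (DMRs) were those of the authors' deposited table, on GRCm38.

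The comparison of Th1 with Th2 asked which regions separate the cells that make interferon-γ from those that make interleukins 4, 5 and 13. Ifng, which encodes interferon-γ, was demethylated in Th1 over a promoter region of 23 CpGs (chromosome 10, 118440746 to 118441969). The level was 4.78% in Th1 (95% interval 2.76 to 8.17, 251 CpG reads) and 60.3% in Th2 (54.5 to 65.8, 287 CpG reads; two-sided Fisher's exact test, adjusted p = 8.37e-45). An intron of Tbx21, which encodes T-bet, the transcription factor of Th1 cells, was at 8.57% in Th1 and 90.9% in Th2 (chromosome 11, 97111767 to 97111888, adjusted exact p = 8.38e-13). An intron of Stat4, which carries the interleukin-12 signal, was at 10.5% and 55.9% (chromosome 1, 52034752 to 52035045, adjusted exact p = 6.52e-08). At CpGs with at least 10 reads, the Stat4 difference was 28.0 points and no longer passed the test. Of all DMRs between Th1 and Th2, at any gene or none, 61.6% were lower in Th1 and 38.4% in Th2. Of 83 DMRs at genes of the Th1 program list, 61 were lower in Th1 and 22 in Th2. With the added criterion of p under 0.05 in the same direction on each DNA strand, 15 were lower in Th1, at Fasl, Ifng, Il18rap, Il2rb, Runx3, Stat4 and Tbx21, and 1 was lower in Th2.

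Genes of the Th2 program showed the opposite direction in the same comparison. A coding exon of Gata3, the transcription factor of Th2 cells, was at 82.2% in Th1 (68.7 to 90.7) and 12.5% in Th2 (4.97 to 28.1; chromosome 2, 9874485 to 9874657, adjusted exact p = 2e-08). Upstream of Il1rl1, which encodes the interleukin-33 receptor, the level was 90.6% in Th1 and 22.0% in Th2 (chromosome 1, 40427252 to 40427341, adjusted exact p = 1.43e-10). The promoter region of Il4 was at 68.3% and 15.4% (chromosome 11, 53618504 to 53618630, adjusted exact p = 3.58e-06). Promoter and intron regions of the chemokine receptor genes Ccr8 and Ccr4 were lower in Th2 as well, at 92.9% against 25% and at 73.7% against 22.1%. Upstream of Gfi1, a transcriptional repressor, the level was 70% in Th1 and 18.4% in Th2. Of 102 DMRs at Th2 program genes, 76 were lower in Th2. On each strand, 25 held as lower in Th2, at 11 genes, and 1 held as lower in Th1. The Th17 program gene Rora, which encodes a partner of RORγt, had an intron region at 9.38% in Th1 and 78.4% in Th2 (chromosome 9, 68927591 to 68927657, adjusted exact p = 4.5e-13). The Th17 program list had nearly as many DMRs in either direction on each strand, 5 lower in Th1 and 6 lower in Th2.

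Outside the programs, the largest Th1 to Th2 differences lower in Th1 lay in introns of Uggt1 (1.89% against 83.8%), Inpp4a (18.8% against 96.0%), Gnptab (20.3% against 90.7%) and Lrrc8d (6.67% against 79.2%) and downstream of Ppp2r5a (5.56% against 86.1%). Lower in Th2 were exons of Ptpn13 (92.6% against 12.7%, adjusted exact p = 1.16e-17), Rundc1 (89.4% against 18.4%) and Gnas (86.0% against 18.4%) and an intron of Nars (100% against 20%). The Lrrc8d and Nars regions did not hold on each strand. Ptpn13 encodes a protein tyrosine phosphatase and Inpp4a a phosphoinositide phosphatase. Of 61 promoters of program genes, 19 passed the test, 12 lower in Th1 and 7 lower in Th2, and 7 held on each strand. The promoters of Tbx21 (0.491% in Th1, 3.13% in Th2) and Gata3 (9.24% and 9.12%) were low in both libraries. DMRs were chosen by the authors on these same libraries, so a small p at a DMR is not independent evidence. Reads at neighbouring CpGs often came from the same fragment, so every p is too small to an unknown degree.

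**Figure D1:**
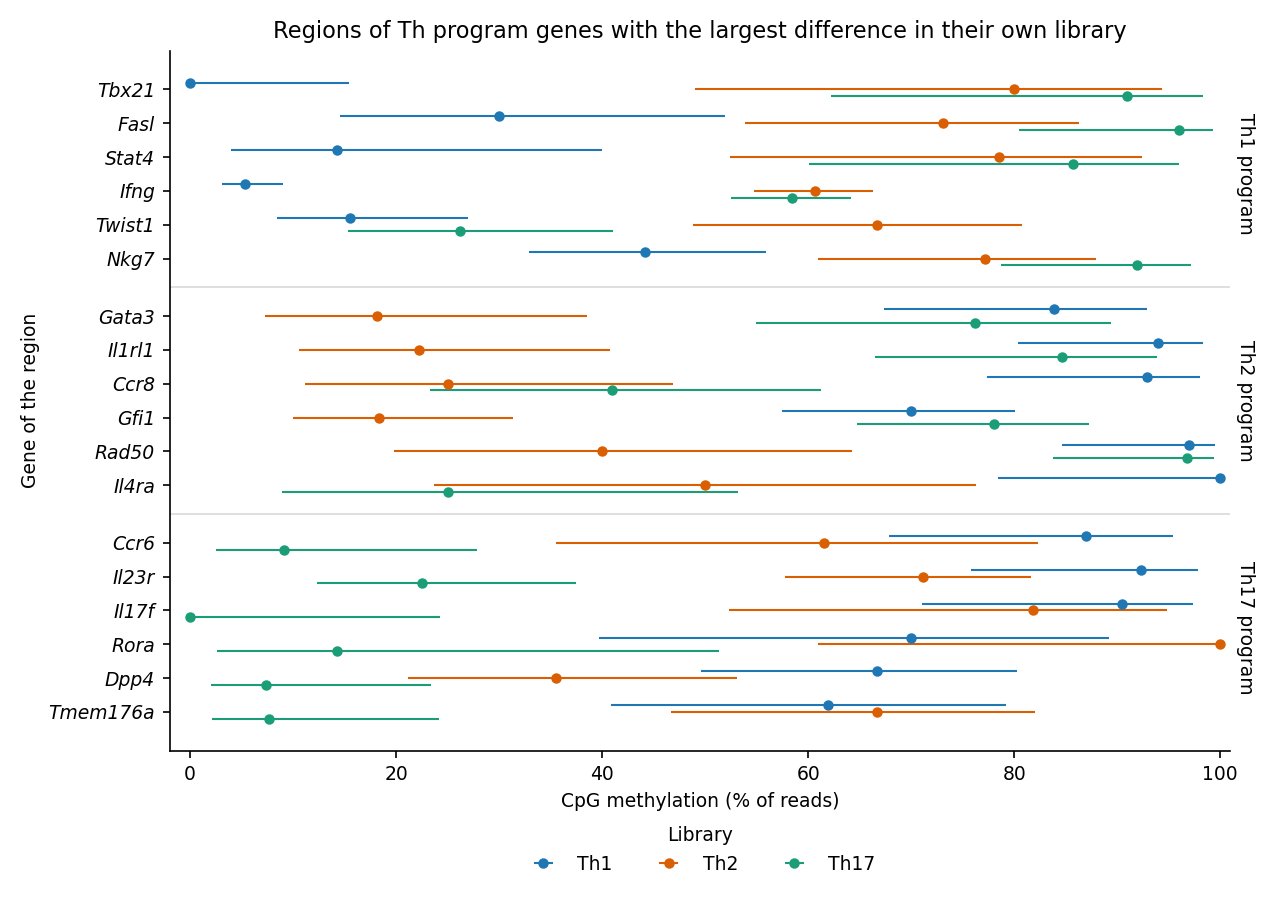
CpG methylation (percent of CpG reads, horizontal axis) in the Th1, Th2 and Th17 libraries at regions of Th1, Th2 and Th17 program genes, with points for libraries and bars for Wilson 95% intervals. Regions shown had the largest differences among those lower in the program's own library than in another, each gene once, so this direction was fixed by the choice. The Tbx21 and Ifng regions were lowest in Th1, the Gata3 and Il1rl1 regions lowest in Th2 and the Ccr6 and Il23r regions lowest in Th17. The Il4ra region of the Th2 program was lower in Th17 (25%) than in Th2 (50%).

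The comparison of Th1 with Th17 set the interferon-γ program against that of interleukin 17. Ifng was again lowest in Th1, at 5.71% against 57.6% in Th17 over 19 CpGs (adjusted exact p = 2.56e-34). A Tbx21 intron had no methylated read among 32 CpG reads in Th1, which allows a level of up to 10.7%, and was at 94.1% in Th17 (chromosome 11, 97113285 to 97113340, adjusted exact p = 9.97e-11). The promoter of Fasl, which encodes the death ligand of cytotoxic cells, was at 30% in Th1 and 96.0% in Th17 (adjusted exact p = 1.8e-05). Downstream of Nkg7, a cytotoxic granule gene, the levels were 44.1% and 91.9%. Of all DMRs between Th1 and Th17, 57.9% were lower in Th1 and 42.1% in Th17. Of 83 DMRs at Th1 program genes, 69 were lower in Th1, and 22 held on each strand against 0 lower in Th17.

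Ccr6, which encodes the chemokine receptor of Th17 cells, had an intron region at 90.6% in Th1 (75.8 to 96.8) and 8.57% in Th17 (2.96 to 22.4; chromosome 17, 8238227 to 8238420, adjusted exact p = 6.24e-11). An intron of Il23r, the interleukin-23 receptor gene, was at 92.3% and 22.5% (chromosome 6, 67490315 to 67490455, adjusted exact p = 2.68e-07). The untranslated region of the cytokine gene Il17f was at 73.3% and 4.76%, and an intron of Dpp4, a surface peptidase gene, at 66.7% and 7.41%. The neighbouring membrane protein genes Tmem176a and Tmem176b shared a region at 70.3% in Th1 and 12.2% in Th17. Of 154 DMRs at Th17 program genes, 110 were lower in Th17, and 37 held on each strand, at 10 genes, against 4 lower in Th1. An intron of Stat3, which carries the interleukin-6 signal, had the opposite direction, at 18.8% in Th1 and 76.1% in Th17 (adjusted exact p = 5.31e-06).

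Th2 program genes split between Th1 and Th17. Regions of Ccr4 (88.5% in Th1, 35.3% in Th17, 15 CpGs, adjusted exact p = 3.32e-20) and of the interleukin-4 receptor gene Il4ra (100% and 17.6%, adjusted exact p = 1.01e-06) were lower in Th17. A Gata3 intron was lower in Th1, at 1.10% against 50% (chromosome 2, 9867226 to 9867428, adjusted exact p = 3.4e-16), and stood at 12.9% in Th2. On each strand, 6 DMRs of the Th2 program held as lower in Th1 and 10 as lower in Th17. Among the largest differences elsewhere, introns of Chchd3 (10% against 87.5%), Dusp1 (11.4% against 89.2%) and Ifih1 (19.4% against 88.9%) were lower in Th1. An intron of Retreg1 (81% against 2.44%) and an exon of Cyp4f16 (84.4% against 8.16%) were lower in Th17. Dusp1 encodes a phosphatase of MAP kinases and Ifih1 a sensor of viral RNA. Of 61 promoters of program genes, 20 passed the test and 7 held on each strand.

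The comparison of Th2 with Th17 set the Gata3 program against that of RORγt. Gata3 was at 19% in Th2 and 89.1% in Th17 over 7 CpGs (chromosome 2, 9874340 to 9874657, adjusted exact p = 6.42e-10). The region upstream of Gfi1 was at 18.4% and 78.0% (adjusted exact p = 5.89e-08) and that upstream of Il1rl1 at 22.2% and 84.6% (adjusted exact p = 4.73e-05). The promoter region of Il5, an eosinophil growth factor, was at 46.7% in Th2 and 97.1% in Th17. Of all DMRs between Th2 and Th17, 45.5% were lower in Th2 and 54.5% in Th17. Of 108 DMRs at Th2 program genes, 72 were lower in Th2, and 20 held on each strand against 2 lower in Th17. Of 52 DMRs at Th1 program genes, 24 were lower in Th2 and 28 in Th17, while 8 held on each strand as lower in Th2 against 1 lower in Th17. Among them, an intron of Stat4 was at 29.2% in Th2 and 76.7% in Th17 (chromosome 1, 52077336 to 52077639, adjusted exact p = 1.15e-09).

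Lower in Th17 than in Th2 were regions of Batf, a transcription factor of Th17 differentiation (80.8% in Th2, 30% in Th17), and of Tmem176a (85.7% and 37.0%). The promoter region of the cytokine gene Il17a was at 73.9% and 24.3% (adjusted exact p = 0.00121). It did not hold on each strand or, at 10 reads per CpG, pass the test. An intron of Rora had the opposite direction, at 5.71% in Th2 and 64.7% in Th17 (chromosome 9, 69340544 to 69340672). Of 141 DMRs at Th17 program genes, 91 were lower in Th17, and 21 held on each strand against 4 lower in Th2. The largest differences elsewhere lay upstream of the integrin gene Itgb3 (16.4% against 92.4%) and in introns of Plscr1 (20.5% against 83.0%) and Atg10 (7.32% against 73.2%), all lower in Th2. Lower in Th17 were regions of Hpcal1 (94.7% against 17.5%), Fars2 (73.5% against 9.09%) and Epb41l3 (79.4% against 12.5%). Of 61 promoters of program genes, 19 passed the test and 3 held on each strand.

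Counted per gene, the program lists leaned to their own library. In Th1, 15 of 19 measured Th1 program genes had a DMR lower than in Th2 within the gene or 5 kb, and 14 had 1 lower than in Th17. In Th2, 17 of 21 Th2 program genes had a DMR lower than in Th1, and 15 had 1 lower than in Th17. In Th17, 17 of 21 Th17 program genes had a DMR lower than in Th1, and 18 had 1 lower than in Th2. Among 10000 random gene lists matched on covered CpGs, these counts lay between percentiles 97.1 and 99.96. The lean was not exclusive, since 19 of 21 Th2 program genes had a DMR lower in Th1 than in Th17 (percentile 99.86). Counts of genes with a called tile, a criterion chosen after the data were seen, were smaller: 7 and 6 for Th1, 6 and 4 for Th2, and 11 and 9 for Th17, each at percentile 99.995 or above. For the Th2 program in Th1 against Th17 this count was 1 (percentile 67.2). By called tiles the lean was not exclusive either. The Th1 program genes Ccl5, Fasl, Il18r1, Runx3 and Stat4 had a called tile lower in Th2 than in Th17, and Il18r1 and Runx3 also had a called tile lower in Th17.

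**Figure D2:**
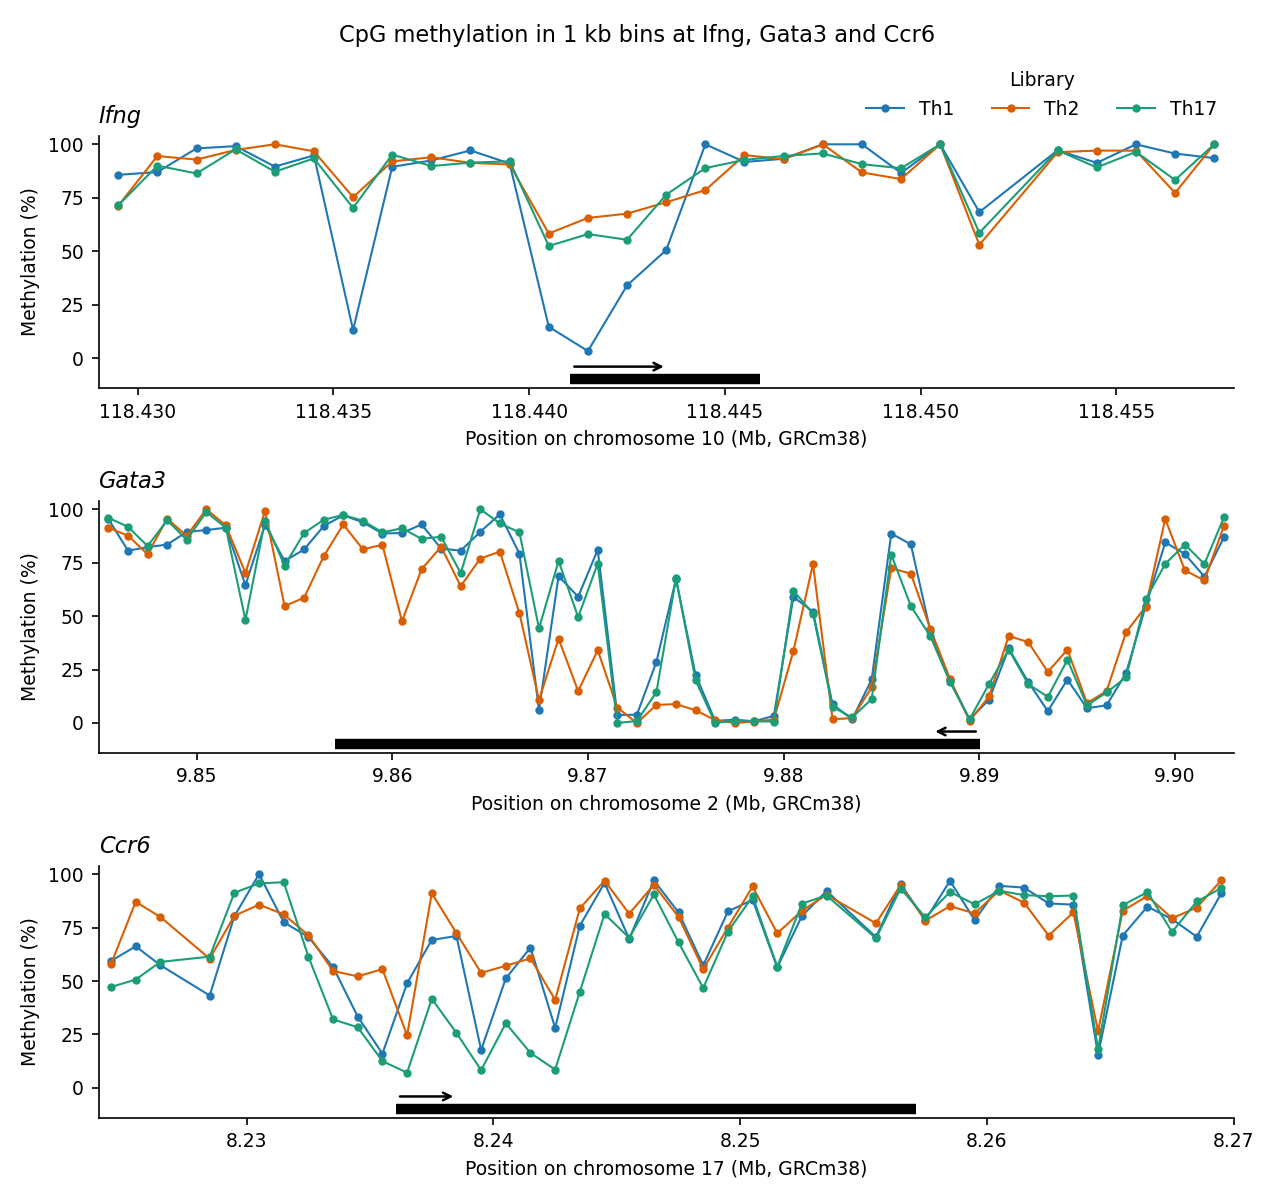
CpG methylation (percent, vertical axis) in 1 kb bins by position on GRCm38 at Ifng, Gata3 and Ccr6, with a line for each of the Th1, Th2 and Th17 libraries. Parts of Ifng dipped in Th1, parts of Gata3 in Th2 and parts of Ccr6 in Th17. Other bins of Gata3 were low in all 3 libraries. The Gata3 bin from 9867001 to 9868000 was lowest in Th1 (5.99%, against 10.7% in Th2 and 44.2% in Th17).

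Subset-specific regions, lower in 1 library than in both others, were looked for as candidate markers of each cell type. Ifng was among the largest in Th1, with Chchd3 (12.2% in Th1, 77.5% in Th2, 85.5% in Th17), Ralgapa2 (15.6%, 95.7% and 96.7%), Inpp4a, Sgms1, Crybb3, Ppm1h and Lrrc8d. Gata3 led in Th2, with Ccl1, a chemokine ligand of Ccr8 (64.9% in Th1, 7.41% in Th2, 63.2% in Th17), Nav2 (83.8%, 21.2% and 81.8%), Plscr1, Arhgap26, Cobll1, Tecta and Myo1e. In Th17 they lay in Fam110a (80%, 84.8% and 22.7%), Trappc9 (81.2%, 72.0% and 11.5%), the transcription factor gene Runx1 (90.4%, 92.1% and 40.9%), Chn2, Fars2, Ccbe1, Plekha5 and Epb41l3. Of these 24 regions, 16 held on each strand in both comparisons, and those of Lrrc8d, Arhgap26, Tecta, Myo1e, Chn2, Runx1, Plekha5 and Epb41l3 did not. Overlapping DMRs numbered 15166 for Th1, 10063 for Th2 and 10747 for Th17. With a difference of at least 40 points the counts were 1212, 783 and 778. In fixed 500 bp tiles, 8148, 4884 and 5398 were at least 25 points lower than both others, against 1801, 2148 and 1657 in simulated libraries with no difference. Tiles called in both comparisons numbered 285, 172 and 132. Both comparisons used the same library, and part of this overlap may come from it: in the simulated libraries, lists for Th1 at 25 points shared 1801 tiles where independent lists would share 44.3.

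Genes that the study chose as markers on innate lymphoid cells (ILCs), and so on other samples, were compared between the helper cells. Their promoters and the DMRs of these libraries were measured, not the study's marker regions. At those marker regions, the study reported comparable demethylation of Ptgir, Bcl11b and Chdh across the Th subsets, with Chdh more demethylated in ILC2. It reported Il4, Il5 and Il1rl1 as similarly demethylated in Th2 and ILC2, and Rem2 and Ptpn13 as not or only weakly demethylated in Th2. Nmur1, Gata3 and Neb were reported as more demethylated in ILC2 than in Th2. The study also described a like partial overlap of ILC1 regions with Th1, and of ILC3 and LTi regions with Th17. ILC1 marker genes had a promoter level of 22.2% in Th1 (20.02 to 24.5), 38.8% in Th2 (36.1 to 41.5) and 34.9% in Th17 (32.4 to 37.4). Without Ifng, Il2rb and Tbx21, which are also Th1 program genes, the levels were 37.0% (33.5 to 40.5), 45% (41.2 to 48.8) and 37.8% (34.5 to 41.3), a split made after the values were seen. On each strand, 16 of the ILC1 marker DMRs held as lower in Th1 than in Th2 and 2 as lower in Th2, while 17 held as lower in Th1 than in Th17 and 11 as lower in Th17. Of all 97 DMRs between Th1 and Th17 at these genes, 48 were lower in Th1 and 49 in Th17. At the 4 ILC1 marker genes in no program list, 5 held as lower in Th1 than in Th2 against 2, and 6 as lower in Th1 than in Th17 against 11. ILC2 marker genes were lowest in Th2, at 36.6% against 43.6% in Th1 and 46.6% in Th17, and 21 of their DMRs held as lower in Th2 than in Th1 against 3, and 21 as lower in Th2 than in Th17 against 8. At the 8 ILC2 marker genes in no program list, these counts were 8 against 3 and 8 against 8. They include Chdh, which lies by the Th2 program gene Il17rb, so some of these DMRs may also be regions of a program gene. As pooled lists, ILC3 markers (51.0%, 52.4% and 49.3%) and markers of lymphoid tissue inducer (LTi) cells (26.1%, 24.1% and 22.4%) differed less. The LTi level pooled unlike promoters. At the 3 LTi genes also in a program list, promoters were at 71.6% in Th1, 73.4% in Th2 and 48.5% in Th17 (41.7 to 55.4). At the other 7 they were at 18.8%, 16.9% and 18.7%, a split made after the values were seen. At LTi marker genes, 11 DMRs held as lower in Th17 than in Th1, all at the Th17 program genes Ccr6, Il1r1 and Il23r, and 3 as lower in Th1, at Cdc14a and Kit. Of these lists, 3 of 7 ILC1, 4 of 12 ILC2 and 3 of 10 LTi genes also stand in a Th program list, and 0 of 7 ILC3 genes do.

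Beyond the program genes, an intron of Runx2, a Runx transcription factor gene, was at 6.25% in Th1 and 80% in Th2 (adjusted exact p = 2.99e-05). An intron of Trerf1 was at 75.5% in Th1 and 11.5% in Th17 (adjusted exact p = 1.12e-11). An intron of Emb, which encodes embigin, was at 69.8% and 6.06% (adjusted exact p = 5.47e-12). An intron of Lrrk2 had the opposite direction, at 42.9% in Th1 and 100% in Th17. The promoter of Ptgir, the prostacyclin receptor gene, was at 60.3% in Th1 and 49.5% in Th2, a difference that did not pass the test (adjusted exact p = 0.110). The promoter of Chdh, a choline dehydrogenase gene, was at 70.3% in Th1 and 50% in Th2 (adjusted exact p = 0.00993) and at 72.0% in Th17. The study places the Chdh marker region close to the promoter of Il17rb, a Th2 program gene. The Chdh promoter level may therefore not be separate from that of a program gene. The promoter of Rem2 was at 85.1% in Th1 and 93.8% in Th2 and did not pass the test (adjusted exact p = 0.0898). Of 36 promoters of these genes, 10, 7 and 9 passed the test in the Th1 and Th2, Th1 and Th17, and Th2 and Th17 comparisons, and 5, 3 and 1 held on each strand.

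Promoters of other cell types' genes were compared as groups. T cell identity genes were low, at 13.3% in Th1, 13.8% in Th2 and 12.6% in Th17, and housekeeping genes were at 14.3%, 13.3% and 15.2%. Genes of CD8 and cytotoxic T cells were at 68.3%, 67.1% and 68.1%, and B cell genes at 53.9%, 51.2% and 55.5%. Genes of NK cells and ILC1 were lowest in Th1, at 53.6% (50.1 to 57.1) against 59.5% in Th2 (56.1 to 62.8) and 56.5% in Th17. Genes of invariant NKT and innate-like T cells were at 51.5%, 55.4% and 55.6%, with 2 of 6 genes also in a Th program list. Myeloid genes were at 32.2%, 32.4% and 34.3%, regulatory T cell genes at 27.0%, 28.3% and 25.9%, and follicular helper genes at 17.7%, 19.8% and 17.1%. Genes of naive and central memory T cells were highest in Th2, at 30.8% (28.1 to 33.6) against 26.3% in Th1 and 27.1% in Th17. Cytokine receptor genes were at 25%, 22.7% and 24.3% and homing receptor genes at 31.4%, 29.5% and 30.3%. Within 500 bp of the start site, myeloid genes were at 18.9% in Th1 (16.9 to 21.02), 28.2% in Th2 (25.5 to 31.2) and 22.8% in Th17, and naive and central memory genes at 16.6%, 24.4% and 19.9%. B cell genes were at 53.2%, 46.8% and 54.6% there, and regulatory T cell genes at 17.9%, 18.1% and 12.2%. Imprinted genes, with 1 silent parental copy, were near the middle of the scale as a pooled group, at 48.4%, 49.7% and 46.9%. The pooled level does not show that each promoter was near it.

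Rorc, which encodes RORγt, had its lowest promoter level in Th1, at 36.0% (32.8 to 39.4), with 53.0% in Th2 and 68.0% in Th17 (adjusted exact p = 1.04e-09 for Th1 against Th2, 3.19e-35 for Th1 against Th17 and 1.49e-07 for Th2 against Th17). This promoter lay at the outermost annotated start of the gene. Start sites inside the gene were not measured as promoters, so this level need not be that of the promoter used for RORγt. Within 500 bp of the start site, the Th2 to Th17 difference was 8.13 points and did not pass the test. Inside the gene the direction turned: a region of 20 CpGs, chosen after its values were seen, was at 41.8% in Th17 and 89.0% in Th2 (chromosome 3, 94378599 to 94379489, adjusted exact p = 1.03e-89) and at 83.3% in Th1. Coverage over 110 kb around Rorc was 5.40, 5.54 and 5.36 times the genome mean in Th1, Th2 and Th17, and 0.904, 0.906 and 0.899 times on its flanks. The mice carried a Rorc reporter transgene. At this coverage the gene's own locus would supply 16.7%, 16.3% and 16.8% of the copies, so levels at Rorc would mix that locus with the transgene. The counts, percentiles and shares given for the Th17 program include Rorc, in either direction. With more reads there, regions of Rorc pass a test more easily. These values were not recomputed without Rorc.

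**Figure D3:**
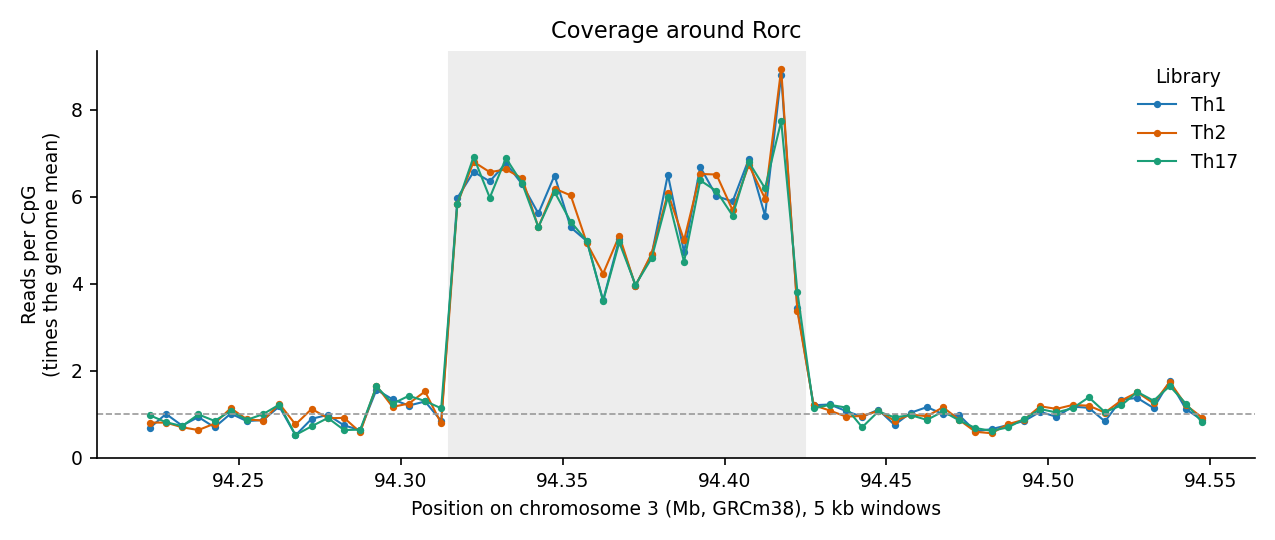
Reads per CpG relative to the genome mean (vertical axis) in 5 kb windows by position on chromosome 3 (GRCm38) for the Th1, Th2 and Th17 libraries, with the block of 110 kb around Rorc shaded. Coverage inside the block was 5.40, 5.54 and 5.36 times the genome mean and close to it on both sides.

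Across the genome, Th1 was the least methylated library and Th2 the most. The level was 76.4% in Th1, 78.0% in Th2 and 77.3% in Th17 at CpGs with at least 5 reads in all 3 libraries. Th2 exceeded Th1 by 1.54 points (95% interval 1.53 to 1.55) and Th17 exceeded Th1 by 0.901 points (0.890 to 0.912). The same order held on 19 of 19 autosomes. Tiles of 50 to 60% differed by 2.23 points between Th2 and Th1, those of 90 to 95% by 0.823 points and those under 10% by 0.355 points. The counting intervals leave out variation between cell preparations, which a single library cannot show.

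The authors' deposited table held 100995 DMRs between Th1 and Th2, of which 62236 were lower in Th1 and 38759 in Th2. Between Th1 and Th17 the authors' deposited table held 107244, with 62094 lower in Th1 and 45150 in Th17. Between Th2 and Th17 it held 95783, with 43602 lower in Th2 and 52181 in Th17. Promoters held 10.7%, 10.8% and 10.8% of the DMRs, against 9.54%, 9.67% and 9.39% of the CpGs with at least 5 reads in both libraries. Gene bodies held 45.9%, 46.1% and 45.8%, and intergenic sequence 43.4%, 43.1% and 43.4%. Most regions were small, with 3 CpGs in 85.0%, 85.5% and 85.5% of them. In the authors' deposited table, 1, 1 and 0 regions had an adjusted p of at most 0.05. With p under 0.05 on each strand, 5391, 6223 and 4980 regions held, though the authors had chosen them on the reads of both strands. Tiles at least 25 points lower on the reads of 1 strand kept between -0.207% and 1.96% of that difference on the other strand, apart from the shift of all tiles.

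Among 1672012 tiles, 1196 were lower in Th1 and 674 in Th2 (Fisher's exact test, adjusted p under 0.05 and at least 25 points). The counts were 1274 in Th1 and 781 in Th17, and 732 in Th2 and 761 in Th17, and simulated libraries with no difference gave 0. Counting CpGs within 150 bp as 1 unit left 7 and 1, 8 and 5, and 1 and 6. The plus and minus strands of 1 library were compared by the same test in 1234261 tiles with enough reads on each strand. They gave 1706 calls in Th1, 1404 in Th2 and 2083 in Th17, so counts of this size also arose within a library. The plus strand of Th1 against the minus strand of Th2 gave 2090. On the plus strand alone, 380 tiles were called lower in Th1 than in Th2 and 250 lower in Th2. Calls between strands used fewer reads per tile and another choice of tiles, so they are not a matched baseline for the library counts. Of the tiles called between libraries, 736 and 426, 816 and 489, and 469 and 483 remained with p under 0.05 on each strand. These tiles had been called on the reads of both strands. Tiles were also called on the reads of 1 strand alone. Of these, 21.9% to 30.1% per pair and direction had an exact p under 0.05 in the same direction on the other strand. They kept 16.7% to 25.5% of the difference there, without subtracting the shift of all tiles. Tiles at program genes kept more of a difference from strand to strand: 48.5% for the Th1 program in Th1, 51.2% for the Th2 program in Th2 and 40.1% for the Th17 program in Th17, against 5.17%, -3.19% and 0.577% for all tiles. These shares include the shift of all tiles between libraries. Program tiles lower in another library kept 0.380% to 26.5%, the most for Th2 program tiles lower in Th17. The mean absolute difference between libraries was 7.67 points for Th1 and Th2, 7.46 for Th1 and Th17 and 7.44 for Th2 and Th17, against 6.27, 6.06 and 6.20 in simulated libraries. Pearson's r across tiles, which are not independent replicates, was 0.872, 0.878 and 0.877, against 0.912, 0.917 and 0.914.

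**Figure D4:**
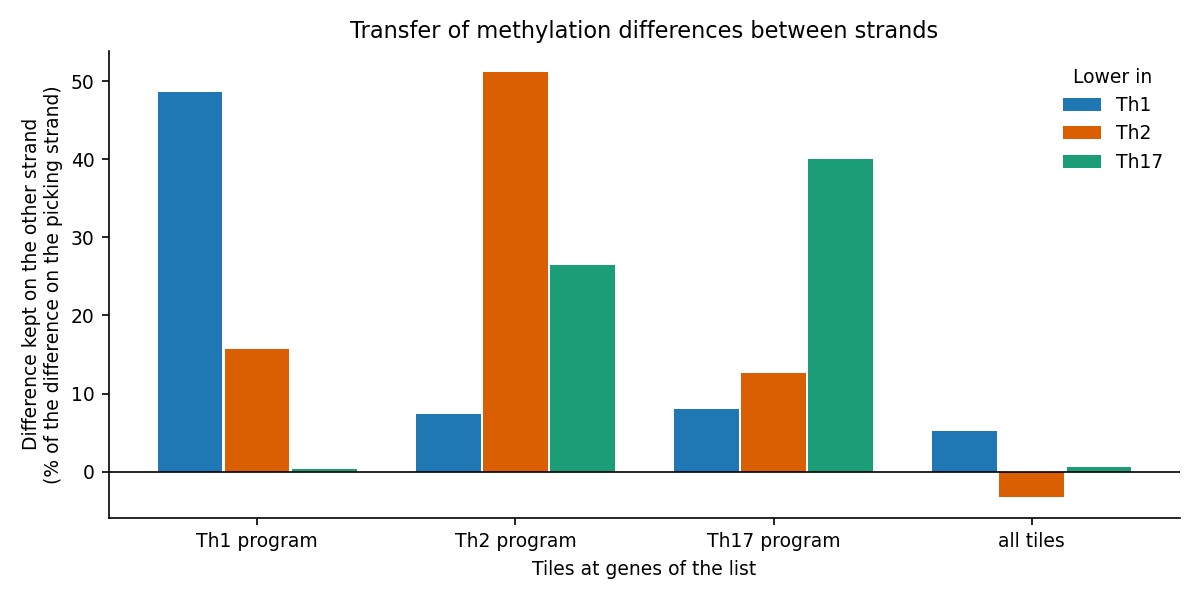
Share of a methylation difference, picked at 25 points or more on 1 strand, that was kept on the other strand (percent, vertical axis), for tiles at Th1, Th2 and Th17 program genes and for all tiles, with bars for the library in which the tiles were lower. The shift of all tiles between libraries is not subtracted. Each program kept the most in its own library, and all tiles kept 5.17% or less.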

Values the study reported

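The study reported that 19,987,113 of 20,383,910 CpGs were assayed at least once. Among innate lymphoid cells and NK cells, it reported 71,339 differentially methylated regions between NK cells and ILC2s, 66,777 between NK cells and ILC3s, 64,986 between NK cells and LTi cells and 44,519 between ILC3s and LTi cells. About 60% of these regions were intragenic, about 30% intergenic and about 10% in promoters.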

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

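The tests of incomplete conversion and of conversion of methylated cytosines were chosen only after the result was seen. Mitochondrial CpGs, which no comparison used, read as methylated in 1.23% of 38169 reads in Th1 (95% interval 1.13 to 1.35), 1.08% of 37899 in Th2 (0.977 to 1.19) and 0.920% of 38930 in Th17 (0.830 to 1.02). They drew attention because each lay above the limit that a count of 0 allows, which was 0.00786%, 0.00792% and 0.00771%.

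Th1 was the least methylated library of the genome-wide comparison and Th2 the most. Incomplete conversion would need the most unconverted cytosines in Th2, but the mitochondrial share was higher in Th1 than in Th2 by 0.155 points (0.00292 to 0.307), with mitochondrial CpGs taken as unmethylated. Conversion of methylated cytosines in Th1 would lower all levels by a like share, but the relative deficit in tiles of 90 to 95% was only 22.5% of that in tiles of 50 to 60%. With all CpGs thinned to the lowest coverage of the 3 libraries, 95.8% of the difference was kept, so depth does not account for it. The Th1, Th2 and Th17 states may therefore differ in methylation across the genome, a hypothesis that a single library per group leaves open beside differences between sorts or pools of mice.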

How the results depend on the processing

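The strand criterion, the called tiles in gene lists, the ILC lists without program genes and the stricter GATA motif were tests chosen only after the results were seen; all other alternatives were fixed before the data were examined. Of 326 comparisons with an alternative, 165 kept their value or call, 156 moved, 5 lost their call and 0 turned direction. Summary counts, levels and location shares could only be marked as kept or moved, so a lost call or a turn could not arise for them. Among single genes and regions, ILC marker regions kept their value or call in all 17 comparisons. Program regions did so in 114 of 124, moved in 5 with no call lost, and lost a call in 5. Of those kept, 12 at ILC marker regions and 80 at program regions used the mean of CpG levels, on which the authors chose their DMRs. At 10 reads per CpG, calls were lost between Th1 and Th2 at a Stat4 region, an Il23r region and the Tbx21 promoter and between Th2 and Th17 at an Il17a region. A call was also lost within 500 bp of the start site of Rorc between Th2 and Th17. In the DMR location, gene body and intergenic shares moved in all 12 comparisons. A minimum of 10 reads and thinning left fewer reads or CpGs to test and fewer called tiles, so depth limited these counts. For global levels and other moved values the cause was not tested.

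Global levels in Th1, Th2 and Th17 were 75.4%, 76.9% and 76.4% at a minimum of 1 read, 75.9%, 77.4% and 76.8% at 10 reads, 76.6%, 78.1% and 77.5% as means of CpG levels, 76.4%, 78.0% and 77.3% on the plus strand and 76.5%, 78.0% and 77.4% on the minus strand. The order Th1, Th17, Th2 held in each.

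Counts below are for Th1 against Th2 (lower in Th1, then Th2), Th1 against Th17 (lower in Th1, then Th17) and Th2 against Th17 (lower in Th2, then Th17). With at least 40 points, the authors' deposited table held 7516 and 4570, 7265 and 5033, and 5016 and 6100 DMRs. With at least 5 CpGs it held 5719 and 3221, 5659 and 3848, and 3740 and 4613. With differences recomputed at CpGs of at least 10 reads, 2303 and 1313, 3239 and 2050, and 1682 and 1942 DMRs passed. At a q of at most 0.05, 0 and 1, 0 and 1, and 0 and 0 were left in the authors' deposited table. Promoters held 12.9%, 13.1% and 12.9% of the DMRs of at least 40 points, and 17.1%, 17.1% and 17.0% of all DMRs when taken as 2 kb around start sites.

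Called tiles numbered 288 and 183, 317 and 175, and 210 and 187 at 10 reads, 311 and 206, 322 and 200, and 189 and 164 after thinning, 7 and 1, 8 and 5, and 1 and 6 with CpGs within 150 bp as 1 unit, and 736 and 426, 816 and 489, and 469 and 483 with p under 0.05 on each strand. Subset-specific DMRs of at least 40 points numbered 1212 in Th1, 783 in Th2 and 778 in Th17.

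Mean absolute differences between libraries were 7.20, 6.98 and 6.96 points in tiles of 1000 bp and 6.52, 6.35 and 6.31 points at 10 reads, and Pearson's r was 0.858, 0.865 and 0.863, and 0.917, 0.921 and 0.920.

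For genes of the Th1 program with a region lower in Th1 than in Th2 and in Th17, the counts were 9 and 9 at 40 points, 7 and 6 with called tiles and 4 and 6 with tiles called on each strand. For the Th2 program in Th2 they were 6 and 4 with called tiles and 6 and 4 on each strand, and for the Th17 program in Th17 11 and 9, and 9 and 6.

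Program promoters past the test in the 3 pairs numbered 6, 5 and 6 at 10 reads, 12, 12 and 12 within 500 bp and 7, 7 and 3 on each strand. Program DMRs past the test numbered 54, 70 and 78 at 10 reads and 53, 79 and 56 on each strand. For ILC marker genes, promoters numbered 3, 3 and 2 at 10 reads and 5, 3 and 1 on each strand, and DMRs 46, 58 and 45 at 10 reads and 49, 58 and 44 on each strand.

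Without genes of the program lists, promoter levels in Th1, Th2 and Th17 were 37.0%, 45% and 37.8% for ILC1 markers, 42.0%, 36.8% and 43.7% for ILC2 markers and 18.8%, 16.9% and 18.7% for LTi markers. The ILC2 levels still include Chdh, which lies by the Th2 program gene Il17rb.

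Within 500 bp of the start site, promoter levels pooled over libraries were 12.2% for T cell identity, 51.7% for B cell, 22.7% for myeloid, 59.5% for CD8 and cytotoxic, 46.5% for NK and ILC1, 41.1% for imprinted and 3.89% for housekeeping genes.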

Other observations

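The tests of sampling for the region counts, of chance calls at Th1 program genes, of a transgene at Rorc and of T cell receptor alleles, and the stricter GATA motif, were chosen only after the results were seen. For each library, the binding motif of the transcription factor used to sort it was enriched in tiles lower than in both others. Most tiles lower in Th1 or in Th17 did not hold that motif. The T-box motif, bound by T-bet, stood in 11.2% of 285 tiles lower in Th1, against 0.702% to 4.21% in random matched tiles. The GATA motif stood in 84.9% of 172 tiles lower in Th2, against 54.7% to 68.6%, and in its stricter form in 50%, against 20.3% to 33.7%. The ROR motif stood in 7.58% of 132 tiles lower in Th17, against 0% to 3.03%. In the libraries sorted by another factor, the T-box motif stood in 1.16% (Th2) and 1.52% (Th17), the GATA motif in 57.2% (Th1) and 52.3% (Th17), and the ROR motif in 0% (Th1) and 0.581% (Th2). Binding of T-bet, Gata3 and RORγt at these regions is a candidate explanation, and other factors of the same families could bind the same motifs.

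Genes of lists that share no gene with the program lists, named after their values were seen, had called tiles that held on each strand, in more than 1 direction. Of 10 regulatory genes, Ikzf2 and Tnfrsf9 had such a tile lower in Th1 than in Th17, and Ctla4 lower in Th17 than in Th1 and Th2. Of 12 genes of naive and central memory T cells, Satb1, Bach2 and Foxp1 had a tile lower in Th1 than in Th17, Sell lower in Th1 than in Th2, and Bach2 and Ccr7 lower in Th2 than in Th1. Of 18 T cell identity genes, Bcl11b, Cd247, Lat and Slamf6 had a tile lower in Th1 than in Th2, and Cd247 and Cd6 lower in Th1 than in Th17. Ubash3a had a tile lower in Th2, and Bcl11b in Th17, than in each other library. Such tiles also stood at imprinted genes, with H19 lower in Th2 and Th17 than in Th1, Kcnq1ot1 lower in Th17 than in Th1 and Plagl1 lower in Th2 than in Th17. The B cell gene Blnk had a tile lower in Th17 than in each other library, so these tiles were not limited to T cell genes. Over 11 such lists, 4 of 66 counts per list, pair and direction lay above percentile 99 of matched lists. In a 1 kb bin upstream of Ifng (chromosome 10, 118435001 to 118436000), chosen after its values were seen, the level was 13.1% in Th1, 75.3% in Th2 and 70.3% in Th17.

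The authors' deposited table holds between 95783 and 107244 DMRs per pair. Sampling of few reads per CpG may account for part of them, since tiles picked at 25 points on 1 strand kept at most 1.96% of their difference on the other strand, apart from the shift of all tiles. Picked at 40 points, they kept at most 2.22%. Tiles called by the test on 1 strand kept more, 16.7% to 25.5% without subtracting that shift. Simulated sampling, with the CpG reads of a tile drawn independently, gave 18787, 15893 and 17803 tiles of at least 25 points, against 45861, 40875 and 41084 observed. Of the DMRs with at least 3 reads per strand, 31.6%, 31.3% and 31.0% differed by at least 25 points on both strands, though the authors had chosen them on the reads of both. How many DMRs are true differences between Th1, Th2 and Th17 stays open.

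Regions at program genes were mostly lower in the library of their own program; sampling would leave under 10% on the other strand by the limit set in advance, but the Th2 program kept 51.2% of its difference in Th2 (33.5 to 61.9), the Th17 program 40.1% in Th17 (28.2 to 58.4) and the Th1 program 48.5% in Th1 (24.2 to 69.7), or 38.5% without Tbx21. The Th1 interval reaches under the bound of 25% set against sampling, but 4 and 6 of 19 Th1 program genes had a tile that held on each strand as lower in Th1 than in Th2 and in Th17, at percentile 99.99 or above of matched lists, which also argues against sampling. A higher number of CpGs in the listed genes was argued against by all 6 own-library counts of called tiles above percentile 99 of matched lists. Called tiles were a criterion chosen after the data were seen, and the counts of genes with a DMR did not all lie above that percentile. Cytotoxic CD8 T cells or NK cells in the Th1 library cannot be told apart from Th1 cells by 15 CD8 and NK genes, at 61.0% in Th1 and 62.9% in Th2, since the difference of 1.95 points (-1.51 to 5.39) spans the bound of 3 points, although the sort for CD4 would remove them. The lists pooled here went opposite ways. NK and ILC1 genes were at 53.6% in Th1 and 59.5% in Th2, and CD8 and cytotoxic genes at 68.3% and 67.1%. Of the 15 promoters, 8 were lower in Th1 than in Th2, as that of Klrb1c (74.0% and 91.0%). Another 6 were higher, as that of Ncr1 (94.3% and 84.6%), and 1 was equal. Gzmk had a tile that held on each strand as lower in Th1 than in both others. A difference between the sorted cells may be the cause and remains untested. Invariant NKT cells in the Th1 library were not tested as a cause. Of the 6 genes of that list, Zbtb16 had such a tile lower in Th1 than in Th17. Il18rap, also a Th1 program gene, had such tiles lower in Th1 than in both others and 1 lower in Th2 than in Th1.

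Extra copies of the RORγt reporter transgene may explain the coverage around Rorc. The lowest 20 kb window of the block of 110 kb lay at 4.07 times the genome mean, and the libraries differed by at most 1.03 times. Of 119365 windows in the genome, 50 lay at or above 3 times the mean in all 3 libraries, and 5 of them were in this block.

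Coverage of the δ segment of the T cell receptor locus on chromosome 14 was 7.32% of the genome mean in Th1, 8.33% in Th2 and 11.5% in Th17. More alleles without a Tcra rearrangement in the Th17 library could give this, but the test cannot decide it. The Th17 to Th1 ratio was 1.57, outside the 95% range of other blocks with as many reads (0.690 to 1.43) and inside the wider range set for this test (0.455 to 2.05). The Th17 to Th2 ratio of 1.38 lay inside its 95% range (0.689 to 1.46). The blocks held their reads at fewer CpGs than the segment did, so their ranges need not apply to it.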
